A study of Mus musculus with 9 samples.

How the data were processed

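RNA was measured in tibialis anterior muscle of male C57BL/6J mice in 3 groups of 3 libraries each, 9 libraries in all. The groups were control mice, orchiectomised mice (ORX, testes removed) and orchiectomised mice given dihydrotestosterone (ORX+DHT), a potent androgen, sampled 4 weeks after treatment. Per the labels' protocols, libraries were made from polyA-selected RNA with a kit that keeps the strand. The aligner, the counting program, the genome build and the gene annotation are not stated, so genes are placed by the chromosome listed in the deposited tables and no coordinates are given.

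The authors deposited 2 tables of normalised gene counts, a signal in which each library's read counts are divided by a scaling factor of that library. One table holds control and ORX libraries (14596 genes) and the other ORX and ORX+DHT libraries (14675 genes), with 14300 genes in both. Only protein-coding genes are listed, and no listed gene is at 0 in all 6 libraries of its table. Within every column, 100% of the values were whole multiples of 1 step of that column, so the reads behind them were recovered by division. The factors equalled median-of-ratios factors computed on the recovered reads. For 1 control library (replicate 3) the step was close to 1, and a separate check of the unit could not tell it from rounding.

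The columns of control mice are called sham in the tables while the labels say control. They were taken as the control group because it is the only group without orchiectomy, and they were matched by replicate number. No column was left unmapped (0 columns). Recovered depth was 1340209 to 1682235 reads per library over the listed genes. Counting intervals on such reads cover counting error only, since reads without molecular identifiers are not independent molecules.

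The tables were scaled separately by the authors, so ORX against control and ORX+DHT against ORX were each tested within their own table. The ORX columns of both tables were proportional to each other, with 1 factor per library (1.06 in each). ORX+DHT against control was therefore tested after joining the 14300 shared genes and rescaling all 9 libraries together by median-of-ratios factors. Group means of single genes are printed on this joint scale as normalised counts.

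Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(value + 1), for genes with a mean normalised value of at least 10, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The genes named were chosen by a rule: in each comparison, the 5 largest rises and 5 largest falls among called genes whose groups did not overlap and whose higher group had a mean of at least 50, or as many as qualified. Called genes of 6 gene lists were also named, and Mylk4, Odc1, Amd1, Smox, Mstn, Igf1 and Fkbp5 in any case; 1 further gene of the rule is not reported here. The 6 lists (androgen-linked, polyamine, fast fibre, slow fibre, atrophy and glycolysis, 62 genes) were tested with camera at a preset correlation of 0.01, adjusted over 18 tests, and checked with fry and with an estimated correlation. The grouping, tests, lists, naming rule and most alternatives were fixed before the data were examined.

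Alternatives were a pseudocount of 0.1 or 10, no filter, a minimum mean of 50, TMM scaling, quantile normalisation, robust eBayes, all 9 libraries in 1 fit, the replicate number as a block, each library left out in turn, and count tests on the recovered reads. edgeR 4.0.16 (quasi-likelihood) called 6, 366 and 4 genes in ORX against control, ORX+DHT against ORX and ORX+DHT against control. DESeq2 1.42.0 called 30, 222 and 15. A correction for transcript length, taken from GENCODE release M21 for all 8678 genes it needed, was added after the data were seen, alone and with the block.

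The fits were tested on simulated data with 200 changed genes, each changed at least 2-fold, so the shares recovered do not apply to smaller changes. With limma, 78.5%, 82.5% and 77% of these genes were recovered among 8606, 8773 and 8472 tested genes in the 3 comparisons, and 4.27%, 4.62% and 6.1% of the calls were false. To give the background for comparisons that share the ORX libraries, read counts of all 9 libraries were simulated 100 times in each of 6 settings: no group differs, no DHT effect, ORX+DHT equal to control, a DHT effect as observed with no orchiectomy effect, the same with the orchiectomy effect shuffled among genes of similar level, and a DHT effect in the called genes alone with no orchiectomy effect. The last 3 were added after the data were seen. Simulated genes vary independently of each other, which real genes do not.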

Results

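Gene expression in tibialis anterior muscle, a fast muscle of the lower leg, was measured by RNA sequencing in control, ORX and ORX+DHT male mice, with 3 libraries per group. The design asks which transcripts change when circulating androgen is removed by orchiectomy and which of them respond when dihydrotestosterone is supplied. Control libraries held 1340209, 1368655 and 1502088 reads over the listed protein-coding genes. ORX libraries held 1421078, 1651690 and 1682235 reads, and ORX+DHT libraries 1443391, 1522863 and 1505911. Between 12398 and 13000 genes had at least 1 read in a library.

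Replicates differed by more than sampling noise in every group, and no 2 libraries were alike enough to be counted as 1. Across 8678 genes, which are not independent replicates, Pearson's r of log2 values between replicates was 0.965 to 0.973 in ORX and 0.97 to 0.971 in ORX+DHT. In the control group it was 0.928 to 0.968. The first principal component held 30.5% of the variance and set control replicate 1 (score -47.4) apart from the other 8 libraries, whose scores lay between 0.731 and 10.8. The second component held 19.1% and placed ORX libraries between -18.9 and -16, ORX+DHT libraries between 12.6 and 17.6, and controls between -2.08 and 9.99. The median SD of a gene on the log2 scale was 0.303 in control, 0.189 in ORX and 0.185 in ORX+DHT libraries. Among controls 2 and 3 alone it was 0.15, among controls 1 and 3 0.289 and among controls 1 and 2 0.3. An SD of 2 libraries is not directly comparable with an SD of 3.

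**Figure D1:**
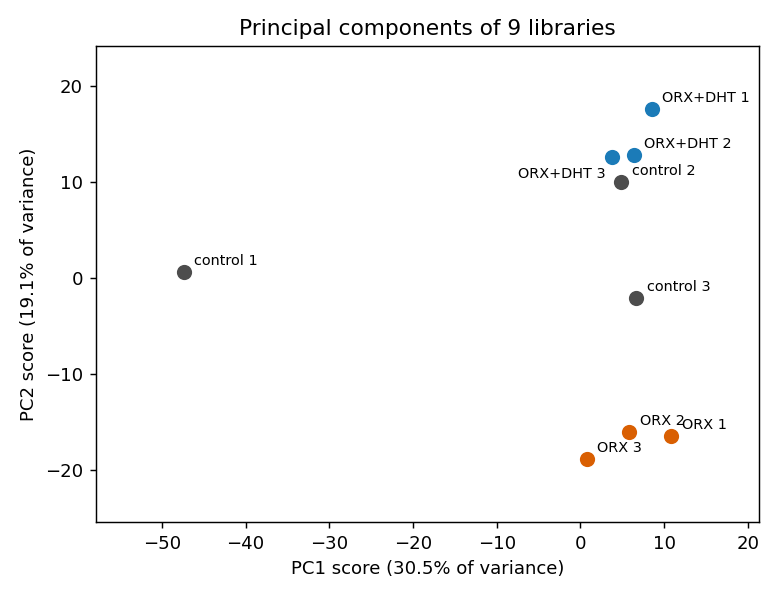
Scores of the 9 libraries on the first (x axis, 30.5% of variance) and second (y axis, 19.1%) principal components of log2 normalised counts over 8678 genes, coloured by group. Control 1 lies at -47.4 on the first component, and the second component separates ORX from ORX+DHT libraries with the controls between them.

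To find transcripts affected by orchiectomy, ORX was compared with control muscle. Of 8631 genes tested, 5 were called by limma, 1 higher and 4 lower in ORX. An unadjusted p under 0.05 was found for 622 genes, where 432 would be found by chance. The groups did not overlap for 14.3% of genes, against 10% by chance. This count rested on single libraries. Without control 1 it was 51, 17 higher and 34 lower, and without control 3 it was 21, with the balance reversed to 14 higher and 7 lower; without ORX replicate 1, 2 or 3 it was 1, 1 and 2. Amd1 (ENSMUSG00000075232, chromosome 10), for an enzyme of polyamine synthesis, stood at 676 ± 95.3 normalised counts in control and 177 ± 22.9 in ORX muscle (SD, n = 3). Its log2 fold change was -1.93 (SE 0.16, limma adjusted p 0.000796). Amd1 has a near-identical copy in the mouse genome, so its counts are uncertain. Smox (ENSMUSG00000027333, chromosome 2), for an enzyme that oxidises spermine, stood at 1163 ± 396 in control and 287 ± 9.97 in ORX muscle, a log2 fold change of -1.96 (SE 0.21, limma adjusted p 0.00516). Mettl21c (ENSMUSG00000047343, chromosome 1), for a methyltransferase, stood at 209 ± 101 and 38.8 ± 4.88, a log2 fold change of -2.30 (SE 0.29, limma adjusted p 0.0124). St3gal5 (ENSMUSG00000056091, chromosome 6), for a sialyltransferase, stood at 147 ± 10.3 and 64.8 ± 3.46, a log2 fold change of -1.17 (SE 0.16, limma adjusted p 0.018). Pfkfb3 (ENSMUSG00000026773, chromosome 2), for a regulator of glycolysis, rose from 247 ± 29.8 to 707 ± 133, a log2 fold change of 1.5 (SE 0.17, limma adjusted p 0.00593). The groups did not overlap for any of these 5 genes. Amd1 kept an adjusted p under 0.05 in each of the 6 fits that left out a library. Smox, Mettl21c and St3gal5 lost it without ORX replicate 1, 2 or 3 (highest limma adjusted p 0.0956, 0.164 and 0.2). Pfkfb3 lost it without ORX replicate 1 or 2 (highest 0.0956), and St3gal5 also without control 2 (0.0961).

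To find transcripts affected by the androgen in orchiectomised mice, ORX+DHT was compared with ORX muscle. Of 8770 genes tested, 358 were called by limma, 209 higher and 149 lower in ORX+DHT. Higher genes made up 58.4% of these calls and 56.7% with TMM scaling. After quantile normalisation they made up 49.2%, so their majority did not hold there. Of the 358 genes, 103 differed at least 2-fold, 51 upward and 52 downward. An unadjusted p under 0.05 was found for 1250 genes, where 439 would be found by chance. The groups did not overlap for 19.5% of all genes tested, against 10% by chance, and for 355 of the 358 called. The count fell to 124 when all 9 libraries shared 1 estimate of the spread, and to 223 without ORX+DHT replicate 1.

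The largest rise by the naming rule was that of Slc30a2 (ENSMUSG00000028836, chromosome 4), for a zinc transporter, from 6.1 ± 3.59 normalised counts in ORX to 54.5 ± 9.68 in ORX+DHT muscle (SD, n = 3), with 36.1 ± 10.3 in control. Its log2 fold change was 3.13 (SE 0.36, limma adjusted p 2.07e-05). Mettl21c rose to 220 ± 33.2, a log2 fold change of 2.47 (SE 0.14, limma adjusted p 8.1e-09). Amd1 rose to 948 ± 46.7, a log2 fold change of 2.42 (SE 0.10, limma adjusted p 5.94e-11). Stab2 (ENSMUSG00000035459, chromosome 10) rose from 11.8 ± 1.93 to 52.8 ± 4.95, with 18.2 ± 3.13 in control, and Spns2 (ENSMUSG00000040447, chromosome 11) from 52.3 ± 6.64 to 221 ± 30.2, with 77.7 ± 15.6 in control. Their log2 fold changes were 2.08 and 2.06 (limma adjusted p 6.34e-06 and 2.7e-08).

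The largest fall was that of Mybph (ENSMUSG00000042451, chromosome 1), for a myosin-binding protein, from 299 ± 24.7 in ORX to 2.98 ± 3.4 in ORX+DHT muscle, with 76.5 ± 40.4 in control. Its log2 fold change was -6.57 (SE 0.37, limma adjusted p 7.32e-09). The other 4 genes encode matrix proteins or an enzyme that cuts them. Mmp13 (ENSMUSG00000050578, chromosome 9) fell from 90.3 ± 30.7 to 3.39 ± 2.13, and Ibsp (ENSMUSG00000029306, chromosome 5) from 56.6 ± 7.29 to 3.04 ± 2.67. Col11a1 (ENSMUSG00000027966, chromosome 3) fell from 68 ± 11.3 to 11.2 ± 3.29, and Col12a1 (ENSMUSG00000032332, chromosome 9) from 165 ± 22.7 to 30.3 ± 1.72. Their log2 fold changes were -4.49, -4.05, -2.53 and -2.40 (limma adjusted p 5.13e-07, 2.31e-06, 2.31e-06 and 1.01e-08). In control muscle these 4 genes varied widely: Mmp13 stood at 5.1, 0 and 61.8 normalised counts in controls 1, 2 and 3.

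**Figure D2:**
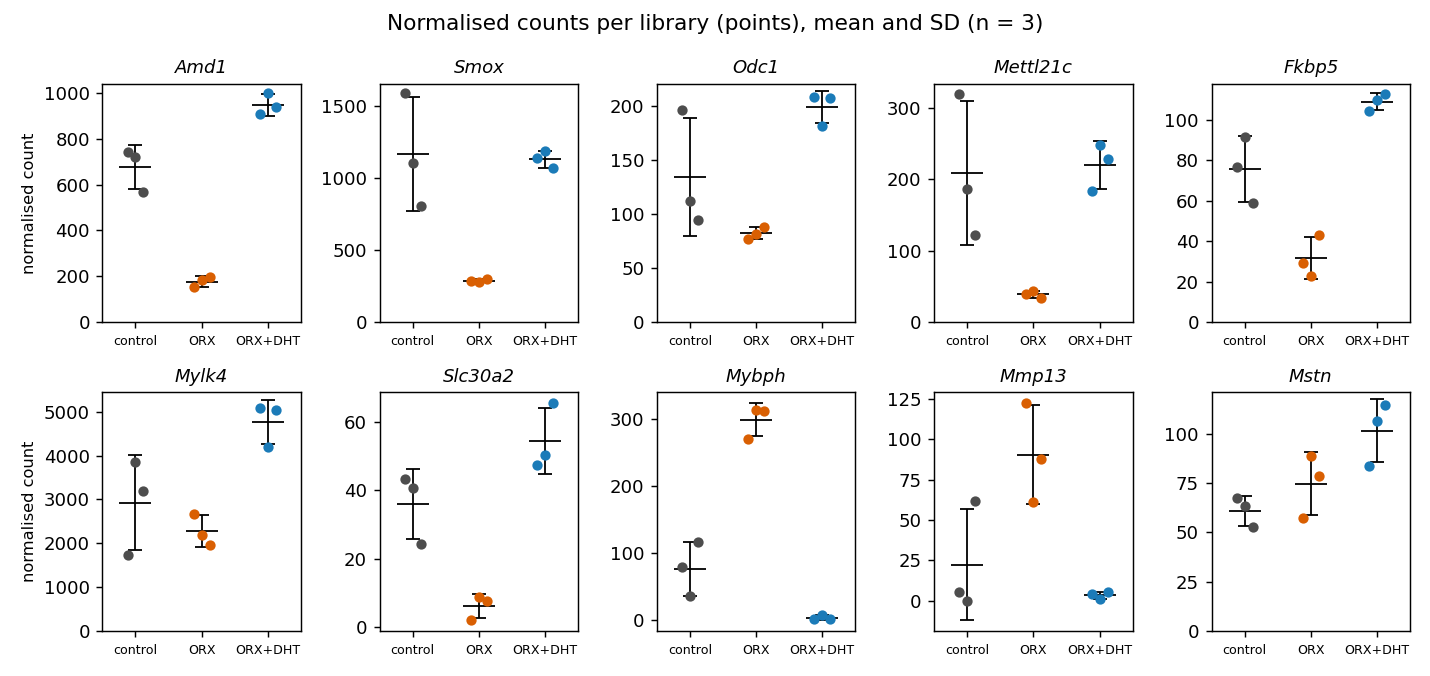
Normalised counts on the joint scale (y axis, linear) of 10 genes in control, ORX and ORX+DHT libraries (x axis), with points for libraries and bars for the mean and SD of 3 libraries. Amd1 lies between 151 and 196 in ORX libraries and at 567 or above in the other 6, while Mstn overlaps between ORX and ORX+DHT.

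Of the 62 genes of the lists fixed beforehand, 53 were tested in ORX against control and in ORX+DHT against ORX. In the first comparison 2 were called over all genes tested and 3 when adjusted over the list alone. In the second these numbers were 14 and 24. Mylk4 (ENSMUSG00000044951, chromosome 13), for a myosin kinase, rose from 2270 ± 366 in ORX to 4763 ± 500.006 in ORX+DHT muscle, a log2 fold change of 1.08 (limma adjusted p 2.89e-06). Fkbp5 (ENSMUSG00000024222, chromosome 17) rose from 31.6 ± 10.4 to 109 ± 4.27, a log2 fold change of 1.80 (limma adjusted p 8.03e-06). Odc1 (ENSMUSG00000011179, chromosome 12), for the first enzyme of polyamine synthesis, rose from 82.3 ± 5.34 to 199 ± 14.9, a log2 fold change of 1.26 (limma adjusted p 1.59e-06). Smox rose to 1128 ± 59.1, a log2 fold change of 1.97 (limma adjusted p 5.94e-11). Smaller rises were called for Eif4ebp1, Sms, Gapdh, Myh1, Tnni2, Tpi1 and Pgk1, with log2 fold changes of 0.86, 0.53, 0.50, 0.47, 0.39, 0.32 and 0.30 (limma adjusted p 0.0129, 0.0148, 0.0136, 0.00755, 0.0103, 0.0123 and 0.0353). Falls were called for Myl3 and Ctsl, with log2 fold changes of -0.75 and -0.63 (limma adjusted p 0.0166 and 0.00105). Of these 9 genes, Ctsl kept an adjusted p under 0.05 in every alternative fit that was run. The other 8 lost it with all 9 libraries in 1 fit, where the limma adjusted p of Eif4ebp1, Sms, Gapdh, Myh1, Tnni2, Tpi1, Pgk1 and Myl3 was 0.0564, 0.262, 0.235, 0.265, 0.716, 0.664, 0.64 and 0.353. After quantile normalisation Myh1, Tpi1 and Pgk1 lost it too, with log2 fold changes of 0.22, 0.047 and 0.23 (limma adjusted p 0.158, 0.776 and 0.113). All of the 8 but Myh1 also lost it when single libraries were left out. The limma adjusted p reached 0.0839 for Eif4ebp1 without ORX+DHT replicate 1, and 0.0776, 0.0756 and 0.169 for Gapdh, Tnni2 and Pgk1 without ORX+DHT replicate 3. Without ORX replicate 2 it was 0.0952 for Sms, 0.0661 for Tpi1 and 0.126 for Myl3. Gapdh, Pgk1 and Tpi1 have processed pseudogenes and Myh1 close paralogues, so their counts are uncertain.

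Of the genes named in any case, Mstn and Igf1 passed in none of the 3 comparisons over all genes tested, though Mstn was called in ORX+DHT against ORX when adjusted over the list alone. Mstn stood at 61.2 ± 7.62 in control, 74.8 ± 16.2 in ORX and 102 ± 16.1 in ORX+DHT muscle, and Igf1 at 55 ± 20.9, 39.2 ± 3.2 and 34.5 ± 11.4. In ORX+DHT against ORX their log2 fold changes were 0.45 and -0.22 (limma adjusted p 0.183 and 0.715). In ORX against control, Odc1, Fkbp5 and Mylk4 had log2 fold changes of -0.63, -1.26 and -0.30 and did not pass (limma adjusted p 0.675, 0.182 and 0.81). Fkbp5 was called there when adjusted over the list alone. Over all genes it passed with all 9 libraries in 1 fit, without control 1 (limma adjusted p 0.0289 and 0.0489) and with DESeq2 (adjusted p 0.0418). Mylk4 passed there without control 1 (limma adjusted p 0.0256).

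To ask whether muscle given the androgen differed from control muscle, ORX+DHT was compared with control after joint rescaling. Of 8643 genes tested, 3 were called by limma, 1 higher and 2 lower in ORX+DHT, and each of them was also called in the same direction in ORX+DHT against ORX. An unadjusted p under 0.05 was found for 559 genes, where 432 would be found by chance, and the groups did not overlap for 14% of genes, against 10% by chance. Spns2 was higher, with a log2 fold change of 1.51 (SE 0.19, limma adjusted p 0.0178). Mybph was lower, with a log2 fold change of -4.45 (SE 0.56, limma adjusted p 0.0178). Lrtm1 (ENSMUSG00000045776, chromosome 14) stood at 219 ± 21.1 in control and 67.4 ± 5.25 in ORX+DHT muscle (SD, n = 3), a log2 fold change of -1.68 (SE 0.16, limma adjusted p 0.00228). Without control 1 the count was 69. Without control 3 or ORX+DHT replicate 1 it was 1 each, without ORX+DHT replicate 2 it was 2, and without ORX+DHT replicate 3 it was 0, with 319 genes at an unadjusted p under 0.05. Lrtm1 lost its call only without ORX+DHT replicate 3 (limma adjusted p 0.0659). Mybph lost it in 3 of these fits and Spns2 in 4, with the highest limma adjusted p, 0.293 and 0.304, without ORX+DHT replicate 3. Of 52 list genes tested, 0 were called over all genes and 0 when adjusted over the list alone, with 11 at an unadjusted p under 0.05. Amd1 and Smox had log2 fold changes of 0.50 and 0.01 (limma adjusted p 0.692 and 0.989). Without control 1, Amd1, Odc1, Mylk4 and Mstn passed (limma adjusted p 0.0113, 0.00118, 0.0469 and 0.0359).

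The 5 genes called in ORX against control all moved the opposite way in ORX+DHT against ORX, which is 100% (Wilson 95% interval 56.6% to 100%), and all 5 were called there too. Of 143 genes with an unadjusted p under 0.01 in ORX against control, 138 moved the opposite way (96.5%, Wilson 95% interval 92.1% to 98.5%), and 93 were called in ORX+DHT against ORX. The Wilson intervals treat genes as independent, which genes measured in the same libraries are not, so they can understate the uncertainty. Both comparisons use the same ORX libraries, so opposite signs arise by chance. In 100 simulations with no DHT effect, 73.7% to 81.5% of genes at this p moved the opposite way. In 100 simulations with no difference between any groups, 84.5% to 98.8% did, a range that holds the observed share. With a DHT effect as observed the share was 69% to 92.2% with no orchiectomy effect and 61.5% to 71.3% with the orchiectomy effect shuffled among genes. With a DHT effect in the called genes alone and no orchiectomy effect it was 81.7% to 98.75%, which also holds the observed share. The 93 genes called in ORX+DHT against ORX made up 65% of the 143. In 100 simulations with a DHT effect as observed and no orchiectomy effect 6 to 27 genes were, or 8.45% to 30.3%, in 100 with a DHT effect in the called genes alone 1 to 12, or 1.37% to 14.1%, and in 100 with the orchiectomy effect shuffled among genes 37 to 76, or 5.05% to 9.93%. In 100 with ORX+DHT equal to control 164 to 249 were, or 27.3% to 40.1%, so the observed number lay below this range and the observed share above it. Across 8542 genes, which are not independent replicates, Pearson's r between the fold changes was -0.575 and Spearman's rho -0.458. Simulated Pearson's r was -0.379 to -0.323 with no DHT effect and -0.508 to -0.459 with no group differing. With a DHT effect as observed it was -0.335 to -0.266 with no orchiectomy effect and -0.240 to -0.185 with the shuffled one. With a DHT effect in the called genes alone and no orchiectomy effect it was -0.400 to -0.343. The observed r was stronger than in each of these settings. With ORX+DHT equal to control it was -0.788 to -0.766, a stronger relation than the observed one.

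**Figure D3:**
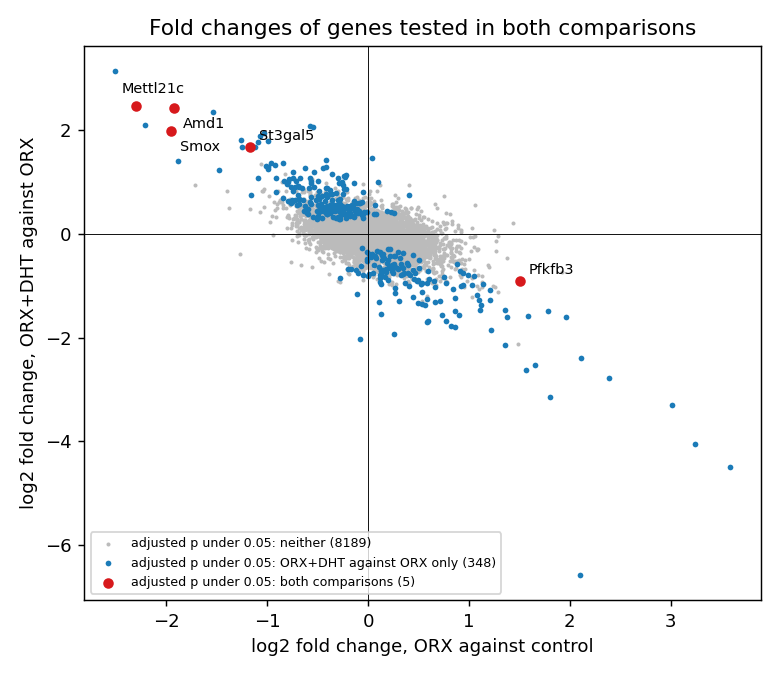
Log2 fold change in ORX against control (x axis) and in ORX+DHT against ORX (y axis) of 8542 genes, coloured by whether limma called them. The 5 genes called in both comparisons lie in the quadrants of opposite sign, and both axes share the ORX libraries, so a negative slope is partly built in.

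The gene lists were tested with camera, with p adjusted over 18 tests. In ORX against control the polyamine list was lower (6 of 8 genes, median log2 fold change -0.31, adjusted p 0.000197), as was glycolysis (11 of 12, -0.36, 7.29e-05) and fast fibre (7 of 9, -0.20, 0.0291), though fast fibre was higher after quantile normalisation, and the atrophy list was higher (9 of 12, 0.28, 0.0278). In ORX+DHT against ORX the polyamine list was higher (6 of 8, 0.38, 5.91e-07), as was glycolysis (11 of 12, 0.19, 7.29e-05) and the androgen-linked list (3 of 6, 0.20, 0.0278), and the slow fibre list was lower (6 of 6, -0.32, 0.0323). In ORX+DHT against control the atrophy list was higher (9 of 12, 0.20, 0.0278). The other 9 tests did not pass. Under fry, 1 of these 9 calls held, the polyamine list in ORX+DHT against ORX (adjusted p 0.00029), and under an estimated correlation 0 held, where that list had an adjusted p of 0.0915. After quantile normalisation the fast fibre list changed direction in ORX against control and in ORX+DHT against ORX, and the glycolysis list no longer passed in either (adjusted p 0.219 and 0.434). Single libraries decided 5 of the 9 calls: fast fibre in ORX against control (0.0613 without ORX replicate 1), atrophy there (0.112 without ORX replicate 3) and in ORX+DHT against control (0.109 without control 3), and androgen-linked and slow fibre in ORX+DHT against ORX (0.112 and 0.245 without ORX+DHT replicates 2 and 3).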

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

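The count of 5 genes in ORX against control, 358 in ORX+DHT against ORX and 3 in ORX+DHT against control stayed within 1.5 times under a pseudocount of 0.1 or 10, a minimum mean of 50, TMM scaling, robust eBayes and edgeR. With no filter on low genes, 16 genes were called in ORX against control. Quantile normalisation gave 6 genes in ORX+DHT against control, 4 higher and 2 lower against 1 and 2 otherwise, and 33.3% of calls higher in ORX against control instead of 20%. With all 9 libraries in 1 fit the counts were 25, 124 and 11, and with DESeq2 30, 222 and 15. Of the 358 genes, 122 were among the 124 and 211 among the 222. The length correction, chosen after seeing the data, gave 8 genes in ORX against control, 3 higher and 5 lower, and 6 in ORX+DHT against control, 4 higher and 2 lower. The cause was not tested for any of these, except that a shared fit takes its spread from the controls too.

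Across the 6 fits per comparison that each left out 1 library, counts ran from 1 to 51 in ORX against control, from 223 to 350 in ORX+DHT against ORX and from 0 to 69 in ORX+DHT against control, the highest of the first and last without control 1. Without control 3, 66.7% of the calls in ORX against control were higher instead of 20%. The share of called genes that moved the opposite way was 98% to 100% over these fits, 100% in the alternatives on scaling, filter, pseudocount and test, and 96.5% at an unadjusted p under 0.01.

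Replicate numbers were not taken to pair the samples, since not every correlation passed 0.1 in any comparison. Correlations between the deviations of same-numbered libraries from their group means ran from -0.17 to 0.06 in ORX against control, 0.06 to 0.15 in ORX+DHT against ORX and -0.0869 to -0.000527 in ORX+DHT against control. In the difference between late and early clock genes the replicate numbers ranked 2, 1, 3 from low to high in each of the 3 groups, an order shared by chance with a probability of 0.0278 and noticed after the values were seen, so a link between same-numbered libraries is not excluded. Within numbers, ORX+DHT minus ORX was 0.45, 0.13 and -0.44 on the log2 scale, and the controls lay lowest in each number (1 of 27 choices, exact two-sided permutation p 0.037). With the replicate block, 5, 571 and 3 genes were called. With the replicate block and the length correction together, the counts were 10, 605 and 3, the polyamine list passed in ORX+DHT against control (adjusted p 0.0361) and the atrophy list changed direction in ORX+DHT against ORX (adjusted p 0.999). Alone, the block moved St3gal5 in ORX against control (limma adjusted p 0.0962) and Mstn in ORX+DHT against ORX (0.0368) across the threshold and changed no other call of a named gene or a list.

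Calls of the gene lists depended on the test. Under an estimated correlation adjusted p values were 0.242 for polyamine, fast fibre and atrophy in ORX against control, androgen-linked in ORX+DHT against ORX and atrophy in ORX+DHT against control. They were 0.344 for glycolysis in both ORX against control and ORX+DHT against ORX, 0.349 for slow fibre and 0.0915 for polyamine in ORX+DHT against ORX. Under fry they were 0.0825, 0.0872, 0.0986 and 0.203 for polyamine, fast fibre, atrophy and glycolysis in ORX against control, and 0.0517, 0.247 and 0.0825 for androgen-linked, slow fibre and glycolysis in ORX+DHT against ORX. For atrophy in ORX+DHT against control fry gave 0.0517. These tests allow for correlation between the genes of a list, which the preset value of 0.01 sets low.

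With no filter, the adjusted camera p was 0.102 for fast fibre and 0.0333 for slow fibre in ORX against control, and 0.0499 for glycolysis in ORX+DHT against control, which also passed with all 9 libraries in 1 fit (0.0387). At a minimum mean of 50, p was 0.0946 for fast fibre and 0.0709 for atrophy in ORX against control. It was 0.0659 for androgen-linked and 0.116 for slow fibre in ORX+DHT against ORX, where atrophy changed direction (0.981). In ORX+DHT against control it was 0.0463 for androgen-linked and 0.0694 for atrophy. After quantile normalisation fast fibre changed direction in ORX against control (0.793) and in ORX+DHT against ORX (0.231), p was 0.219 and 0.434 for glycolysis in these comparisons, and 0.0519 for androgen-linked and slow fibre in ORX+DHT against ORX. The length correction gave 0.031 for polyamine in ORX+DHT against control. The cause was not tested.

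With 1 library left out, adjusted camera p in ORX against control ran from 0.00416 to 0.0613 for fast fibre, 0.0467 to 0.444 for slow fibre and 0.00549 to 0.112 for atrophy. In ORX+DHT against ORX it ran from 0.00812 to 0.112 for androgen-linked, 0.0457 to 0.493 for fast fibre, 0.00419 to 0.245 for slow fibre and 0.512 to 0.988 for atrophy, which changed direction without ORX replicate 3 (0.754) or ORX+DHT replicate 2 (0.903). In ORX+DHT against control it ran from 4.71e-05 to 0.756 for polyamine, 0.00630 to 0.109 for atrophy, 0.0153 to 0.789 for glycolysis and 0.259 to 0.756 for slow fibre. The lowest p for polyamine came without control 1, and glycolysis changed direction there, as slow fibre did without ORX+DHT replicate 3 (0.507).

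Among single genes, Smox in ORX+DHT against control, which lay near 0, changed sign with edgeR (-0.033) and DESeq2 (-0.043) and ran from -0.23 to 0.26 with 1 library left out. Otherwise, 41 values of named genes lost their adjusted p under 0.05 and 6 gained it when a library was left out, and 16 lost it and 4 gained it under the other alternatives. Low genes have few reads at this depth: Mmp13 had 1 to 5 reads in ORX+DHT libraries, so the size of its fall is imprecise, from -4.92 to -2.91 over the alternatives.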

Other observations

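The tests of transcript length, of other cell types in control 1, of the spread caused by control 1, of tendon and bone tissue, of the time of dissection, and of genes that moved in both comparisons, and the simulations with a DHT effect and without reversal, were chosen only after the result was seen.

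Control 1 lay apart from the other 8 libraries, and it moved several counts in the report. Its first-component score was 4.37 times the largest of the others. Its deviation from the other libraries correlated with transcript length across genes (Spearman's rho -0.33), and the 2174 genes with the shortest transcripts stood 0.20 above controls 2 and 3 on the log2 scale while the 2170 with the longest stood at -0.30. Length is not the whole cause, since the ratio of scores was 4.61 after a length correction and 4.61 after correcting length and GC content. It was 4.35 with all libraries thinned to the depth of control 1, which argues against depth. A swap with ORX is argued against by its median position over the 358 genes called in ORX+DHT against ORX, 0.615 where ORX is 0 and ORX+DHT is 1, and a swap with ORX+DHT by its distance of 0.343 below the lowest ORX+DHT library. RNA of another cell type stays open as a possible explanation: of 7 marker lists, the tendon list stood 1.15 above controls 2 and 3, past the limit of 1 set for the test. It rests on few reads, at most 29 for Tnmd in any library, and the abundant Fmod (102 against 97.1 and 128 normalised counts) and Col1a1 (769 against 533 and 1290) were not raised. The medians of the other 6 lists were -0.23 (endothelial), 0.43 (macrophage), 0.01 (fibroblast), 0.68 (adipocyte), 0.74 (red blood cell) and -0.05 (Schwann cell), and those of clock and immediate early genes were -0.21 and 0.51. Actc1 stood at 7112 normalised counts in control 1 and at 454 to 1890 in the other 8 libraries, and Atf3, Egr1 and Ankrd1 were also highest in it. These 4 genes were chosen after their values were seen. What set this library apart, such as handling of that muscle, was not identified.

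More genes were called in ORX+DHT against ORX than in ORX against control. The wider spread that control 1 brings does not account for the whole difference: without it 51 genes were called in ORX against control, below the 223 that was the lowest count in ORX+DHT against ORX with any library left out. The difference between the effects was not itself tested. For each of the 3 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes. With 3 against 3 the share cannot fall below 0.1, so by this share chance cannot be told apart. For ORX+DHT against ORX simulations argue against chance alone: 100 with no group differing gave at most 2 genes against 358, though simulated genes vary independently. The other 9 splits gave 0 genes each, with 214 to 507 at an unadjusted p under 0.05 against 1250 for the real split. Each of these splits mixes the groups, so a real difference widens their spread and lowers their counts. They are thus not a clean background. For ORX against control the other splits gave at most 1 gene, but 1 of them, which set control 1 with ORX replicates 2 and 3, gave 627 genes at an unadjusted p under 0.05, more than the 622 of the real split. For ORX+DHT against control the other splits gave 0 genes each, with 230 to 437 at an unadjusted p under 0.05 against 559.

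The opposite movement of genes in ORX against control and ORX+DHT against ORX is weaker evidence of reversal than its share implies. The observed 96.5% lay above the 81.5% that was the highest of the simulations with no DHT effect, the background fixed beforehand. It also lay above the 69.0% to 92.2% with a DHT effect as observed and no orchiectomy effect, and the 61.5% to 71.3% with the orchiectomy effect shuffled. These settings take the noise in the observed DHT effect of each gene as real. With a DHT effect in the called genes alone and no orchiectomy effect the range was 81.7% to 98.75%, which holds the observed share, as does the 84.5% to 98.8% with no group differing, a setting that the 358 called genes argue against. By the sign share alone, chance differences of the shared ORX libraries cannot be told apart. The number of genes that moved in both comparisons argues against shared ORX libraries with a DHT effect unrelated to orchiectomy as the whole source. It also lay below the range with full reversal. That setting called more genes in ORX against control than were observed, so the number does not decide on full reversal. Of the 143 genes with an unadjusted p under 0.01 in ORX against control, 93 (65.0%) were called in ORX+DHT against ORX. With a DHT effect as observed and no orchiectomy effect the simulations gave at most 27 (30.3%), with a DHT effect in the called genes alone at most 12 (14.1%), and with the orchiectomy effect shuffled among genes of similar level at most 76 (9.93%). With ORX+DHT equal to control they gave 164 to 249 (27.3% to 40.1%). The observed number thus lay between the settings without and with reversal. The share lay above every setting, and its range with reversal overlapped the 8.45% to 30.3% with no orchiectomy effect, so the share does not separate them. The simulations have a limit. Called genes in ORX against control numbered 82 to 210 with no DHT effect and 299 to 495 with the shuffled effect, where 5 were observed. With ORX+DHT equal to control they numbered 212 to 340. With no orchiectomy effect they numbered at most 4 with a DHT effect as observed and at most 3 with one in the called genes alone. In ORX+DHT against ORX, where 358 genes were called, a DHT effect in the called genes alone gave 179 to 228 calls. A DHT effect as observed gave 375 to 530 with no orchiectomy effect and 362 to 532 with the shuffled one. ORX+DHT equal to control gave 216 to 356. Simulated genes vary independently, lack the shift of control 1 and take the observed group means, noise included, as true.

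Over the genes called in ORX+DHT against ORX, ORX+DHT muscle lay beyond the control level as seen from ORX. The median position of the controls was 0.564 on the scale from ORX (0) to ORX+DHT (1). Had ORX+DHT equalled control, the selection of called genes would have given 0.808 to 0.899 in 100 simulations. Control 1 alone is argued against as the cause by 0.569 for controls 2 and 3 together, and the joint scaling by 0.539 after quantile normalisation. Single controls stood at 0.615, 0.606 and 0.499. A candidate explanation is that the androgen dose exceeded the level in control mice, which was not tested. Any unrecorded difference in handling between control and the other groups stays open, the time of dissection below among them, and the limit of the simulations applies here too.

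Matrix genes were high in ORX libraries and in control 3. Tnn and Postn, chosen with the genes below after their values were seen, stood at 34.5 and 215 normalised counts in control 3. They stood at 45.6 to 50.5 and 232 to 271 in ORX libraries and at no more than 5.1 and 82.8 in the other 5. Bone tissue is argued against by its 5 markers, at most 2.0 normalised counts in an ORX library. Control 3 as a swapped ORX library is argued against by its position of 0.565 over the genes called higher in ORX+DHT, where ORX libraries lay at 0.0205 or below. Tendon carried into the dissections may contribute: all 5 tendon markers were lower in ORX+DHT than in ORX, by -0.44 (Scx) to -2.11 (Comp) on the log2 scale, with at most 10 reads for Scx and 3 for Mkx in any library. The list was lower by camera (3 genes tested, adjusted p 0.00169) though not by fry (0.335). Against tendon as the whole source stand the size of the falls on the joint scale, -4.47 for Mmp13 and -0.75 for Tnmd, a gene specific to tendon, and Dcn, abundant in tendon, at -0.05. Muscle expresses several of these markers itself, which could hide a small share. Androgen action on matrix-producing cells stays open and was not tested separately.

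Late clock genes stood higher in ORX and ORX+DHT libraries than in control libraries. The difference between 6 late genes (among them Dbp and Per3) and 3 early genes (Arntl, Npas2, Clock) was 1.31, 0.852 and 1.61 on the log2 scale in controls and 1.69 to 3.45 in the other 6 libraries, a shift of 1.14. Late genes rose by 0.76 and early genes fell by 0.37, and 3 of the 84 splits of the 9 libraries into 3 and 6 gave as large a shift (exact two-sided permutation p 0.0357). By camera the clock list was higher in ORX against control and in ORX+DHT against control (8 of 10 genes in each, adjusted p 0.00169 and 0.00189), though not by fry (0.341 in each). Controls dissected at another time of day could give this, as could an effect of orchiectomy or its surgery that the androgen does not undo. The control columns are called sham while the labels say control. If these mice had sham surgery, surgery itself was shared by all 3 groups and would not give the shift. The labels give no times, so both comparisons with control carry the doubt about time of day. ORX+DHT against ORX is less exposed on average: its clock shift was 0.0458, where that of the controls was 1.14. Libraries within a group differed by up to 1.76, which exceeds both shifts, so this range cannot exclude a difference in time.

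Other marker lists were tested by camera with adjustment over 27 tests. The fibroblast list was higher in ORX against control (4 of 5 genes, adjusted p 0.00169) and lower in ORX+DHT against ORX (4 of 5, 0.000245), the Schwann cell list was higher in ORX against control (3 of 3, 0.00402) and the tendon list was higher there too (3 of 3, 0.00503). None of these held under fry, whose lowest adjusted p among them was 0.251. Of the other tests, none passed, and the lowest adjusted p was 0.0658 (endothelial, 4 of 5 genes higher in ORX+DHT against control). No explanation was tested for the Schwann cell list.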
